A study of Homo sapiens with 6 samples. Its data were reported in "Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus" (2020).

How the data were processed

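The series held 6 RNA-seq samples of HEK293 cells, a human embryonic kidney line. Cells received a plasmid coding for Aire or the empty plasmid for 48 h. A further 4 samples were Aire-transfected cells infected with a lentivirus carrying a short hairpin RNA (shRNA) against CLP1 or a control shRNA, in a first and a second experiment per the labels. Libraries were polyA-selected and non-directional. The Aire- and Ctr-transfected libraries were read on a HiSeq and the lentivirus libraries on a NextSeq sequencer, and all reads were used at a length of 50 bases.

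The authors filtered reads with CASAVA, aligned them to the human genome build hg19 with Bowtie 1.0.0 and counted those lying wholly inside a feature with bedtools. The deposited count tables hold whole-number read counts, not normalized, for the exons of each RefSeq transcript, the upstream part of its last exon and the distal part of its 3'UTR (d3'UTR), together with the length of each feature. The authors set the border between the last 2 at the most proximal annotated polyA site. Their deposited differential expression tables hold size-factor-normalized read signal per sample from DESeq, the fold ratio of the compared libraries, and p-values. Their column of means over 2 libraries was not used. All columns of per-sample values were matched to a sample.

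Counts of the features were summed per transcript. Of 38718 transcripts, 37360 were matched to a gene symbol through a RefSeq gene table of assembly GRCh38.p14, used for names alone. A gene was represented by the transcript with most reads over all libraries, which gave 22727 genes. Gene positions are from GENCODE v44 mapped to GRCh37, the build of the files. A d3'UTR was available for 16288 transcripts of 8824 genes, with a median length of 1030.5 bases against 551 bases for the upstream part. Because the library kit does not mark strand, reads of overlapping and antisense genes cannot be told apart, and near-identical paralogs may share reads.

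Depth over the genes ran from 24058477 to 42064154 reads, and levels are given as CPM. The columns of the 2 CLP1 shRNA samples differed by less than sampling noise, as described in the results, and were counted as 1 library. The deeper column was used, because the shallower contained no feature with more reads. The planned test, with the experiment number as a block and 4 libraries, was therefore replaced by 1 knockdown library against 2 controls without a block. The spread then came from the 2 controls alone, with 1 residual degree of freedom. The prior degrees of freedom were infinite, so each gene was given a spread shared across genes rather than its own. The common biological coefficient of variation was 0.0557.

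Changed genes were called with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. Standard errors were taken from the F statistic. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. The estimated correlation rests on 1 residual degree of freedom, so a call lost with it decides nothing about the list. Changed d3'UTR usage was tested with edgeR on the distal and upstream reads of each library, with a term per library, among transcripts with at least 10 reads over the 2 parts in every library. All tests were two-sided.

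The Aire- and Ctr-transfected libraries are 1 library each, so no p-value of the condition was computed. Ratios were taken of TMM-scaled reads with 0.5 reads added, among genes with at least 20 reads over the 2 libraries, and an exact binomial test compared the reads of these libraries only. Lists were placed by the percentile of their median among 10000 random lists matched on expression in 25 bins. Aire-sensitive transcripts were at least 2-fold higher with a counting p under 0.01, and Aire-neutral transcripts were the same number with ratios closest to 1. The minimum of 20 reads was not applied to Aire-sensitive genes and transcripts. The d3'UTR ratio is the distal reads per base over the upstream reads per base. Intervals are 95% intervals, exact for counts and shares and from 2000 bootstrap draws over transcripts for medians. A fold against 0 reads is a bound set with 3 reads in the library at 0. Intervals and bounds cover counting error only, since reads without molecular identifiers are not independent molecules.

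Before the data were examined, 18 gene lists with 281 entries were fixed, of which 277 entries matched: core 3' end processing complex, factors tested by the study, tRNA splicing endonuclease and ligase, autoantigens of autoimmune polyendocrine syndrome with classical tissue-restricted antigens, keratinocyte, fibroblast and blood cell markers, p53 targets, interferon-stimulated genes, integrated stress and unfolded protein response, heat shock, replication-dependent histones, cell cycle, immediate early genes, cholesterol synthesis and uptake, metallothioneins, genes with well described tandem polyA sites, and reference genes. Genes named were fixed by rule: AIRE and CLP1, the 10 largest ratios in each direction between the Aire- and Ctr-transfected libraries among genes with at least 50 reads in either, the 10 largest called folds in each direction after knockdown with the same sign against both controls, 5 in each direction for d3'UTR usage, and up to 4 members of each list by size of change. Because all 10 knockdown genes named by the rule as lower had 0 reads, genes with at least 100 reads in each library were named as well, a choice made after the values were seen.

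Each step was tested on simulated counts. For the edgeR steps these changed 100 genes or transcripts at each fold, far fewer than were called in the data. The spread of the single knockdown library is unknown, so the shares of unchanged calls below need not hold for the data. For the knockdown comparison, edgeR called 88% of 100 genes changed 2-fold and 96% of 100 changed 4-fold among 17024 genes, and 3.16% of its calls were unchanged genes. For d3'UTR usage it called 65% and 82% among 7738 transcripts, and 6.96% of its calls were unchanged. For the Aire- and Ctr-transfected libraries the counting test found 98% of genes changed 2.5-fold among 15850.

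Alternatives were DESeq2 1.42.0 size factors or its Wald test, total-count scaling, no filter on low counts, every RefSeq transcript, other thresholds of fold and reads, other pseudocounts, other Aire-neutral sets, both CLP1 columns as replicates, the shallower CLP1 column, whole reads recovered from the deposited normalized signal (100% of values whole within 0.05 reads), removal of the trend with transcript length in 50 bins (also for the list percentiles, and in the same way for gene GC), CLP1 relative to GAPDH, lists without CLP1, and the fold of the authors' deposited table. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.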

Results

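The transcriptome of HEK293 cells was measured in 6 samples. Cells transfected with Aire, the regulator through which medullary thymic epithelial cells express tissue-restricted antigens, and cells transfected with the empty plasmid gave 1 library each. Aire-transfected cells infected with control shRNA gave 2 libraries, and those infected with CLP1 shRNA gave 2 columns of counts. CLP1 is an RNA kinase of the pre-mRNA 3' end processing complex. The labels name experiments 1 and 2 for the knockdown libraries but do not say whether they came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

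The columns of the CLP1 shRNA samples differed by less than the sampling noise and were counted as 1 sample. The column labelled hairpin 3 exceeded that labelled hairpin 2 in 0 of 116476 features and was lower in 80267. The chi-square per gene was 0.146, against 0.142 for a random part of the same reads and 1.01 for independent draws of equal libraries in simulated counts. For the 2 control libraries it was 8.18. Which hairpin and which experiment the remaining CLP1 knockdown library represents is not known, and results for it are those of 1 library.

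The targeted genes were examined first. AIRE (chromosome 21, 45705721 to 45718531, build GRCh37) had 162 reads in the Aire-transfected library and 0 in the Ctr-transfected library, which is at least 62.2-fold higher. It stood at 6.73 CPM, against a floor of 0.105 in the Ctr-transfected library. The plasmid is listed as a mouse construct, so reads counted on the human gene need not measure the level of transfected Aire. In the knockdown experiment AIRE lay at 4.31 CPM with CLP1 shRNA and at 4.40 and 5.06 with control shRNA, and did not pass the edgeR test (log2 fold change 0.26 ± 0.19 SE, adjusted p = 0.211). With both CLP1 columns as replicates and the planned block it passed (0.31, edgeR adjusted p = 0.0128), and with total-count scaling its sign turned (-0.14, 0.510). CLP1 (chromosome 11, 57415661 to 57429337) had 21.7 CPM (95% interval 20.1 to 23.4) with CLP1 shRNA and 49.5 (47.3 to 51.8) and 54.7 (52.5 to 57.0) with control shRNA. Its log2 fold change was -0.86 ± 0.11 (edgeR adjusted p = 1.19e-14). CLP1 stood at 20.2 CPM (18.4 to 22.0) in the Aire-transfected library and had an interval of 19.3 to 22.7 in the Ctr-transfected library; these had no lentivirus and were read on another sequencer.

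**Figure D1:**
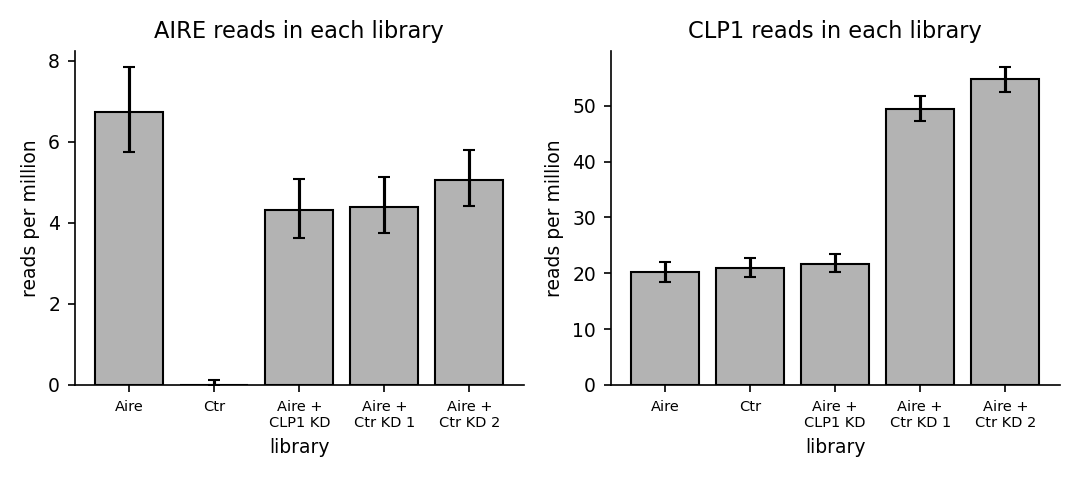
CPM of AIRE (left) and CLP1 (right) in each of the 5 libraries, with bars showing exact 95% Poisson intervals of the reads. Human AIRE had 0 reads in the Ctr-transfected library, and CLP1 was lower with CLP1 shRNA (21.7) than in both control knockdown libraries (49.5 and 54.7).

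Which genes differed after Aire transfection was asked by setting the Aire-transfected library against the Ctr-transfected library. After AIRE, the highest ratios were those of ZBED6, a transposon-derived repressor (log2 ratio 3.27, counting interval 2.87 to 3.71, 463 against 55 reads), PROX1, a homeobox factor of lymphatic endothelium (3.16, 151 against 19 reads), and GPRIN3 (2.80, 2.41 to 3.24). LINC00632 (2.83), ZNF699 (2.72), CCDC144BP (2.88), ANKRD36BP1 (2.70) and SLC7A11-AS1 (2.67) followed. ZBED6 lies inside another gene, CCDC144BP and ANKRD36BP1 have close paralogs and SLC7A11-AS1 is antisense, so their values are uncertain. The lowest ratios were those of SCRT1, a neuronal repressor (-2.26, -3.53 to -1.29, 9 against 52 reads), the mitochondrial carrier gene UCP3 (-1.93), FOXD4 (-1.93), ID1 (-1.62), SLC15A3 (-1.48), CPNE7 (-1.47), PCSK1N (-1.43) and STMN4 (-1.41), with the small RNAs SNORA68 (-1.53) and MIR762 (-1.51). Of 15850 genes, 704 were at least 2-fold higher and 226 at least 2-fold lower, 615 and 161 of them with a counting p under 0.01. These counts compare 2 libraries and have no replicate check.

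Among antigens that the thymus presents or that autoimmune polyendocrine syndrome targets, 10 of 34 were measured, with a median log2 ratio of 0.13 (60.4th percentile of random lists). Of these 2 were at least 2-fold higher and 1 at least 2-fold lower, each on fewer than 50 reads in either library. KCNRG, a potassium channel regulator and lung autoantigen, had 0.84, and MBP, of the myelin sheath, 0.50. Genes of cholesterol synthesis and uptake stood higher (median 0.32, 99.7th percentile), with SREBF2 at 0.54 and HMGCS1 at 0.39. Fibroblast markers (0.70, 98.8th percentile), such as FBN1 (0.75), and genes with tandem polyA sites (0.22, 99.1st percentile), such as DICER1 (0.90), stood higher too. Heat shock genes were lower in 12 of 12 (median -0.41, 1.68th percentile), with the chaperones HSPA6 at -1.33 and HSPB1 at -0.79. Replication-dependent histones (-0.47, 0.37th percentile), for example H1-2 (-1.05), and the stress response list (-0.34, 2.37th percentile), for example SDF2L1 (-1.24), were also lower. Because the libraries were polyA-selected, histone values here and after knockdown cover polyadenylated transcripts and need not follow total histone mRNA. Of the keratinocyte markers FLG (filaggrin) had 2.05 and KRT10 -0.87 (4 measured, median -0.45, 3.35th percentile), and of the blood cell markers CD68 had 1.45 and CD14 -1.17 (3 measured, median -0.79, 0.53rd percentile). With the trend in transcript length described next removed, a step chosen after the data were seen, the cholesterol list alone stayed outside the central 95% of random lists (median 0.26, 100th percentile). The fibroblast (50.5th), tandem polyA (54.9th), heat shock (5.94th), histone (13.2nd), stress response (60.8th) and blood cell (7.77th) lists then lay inside it, so their positions above depend on length. The keratinocyte list lay inside it both without this step (3.35th) and with it (21.3rd). The other lists lay inside the central 95% without this step: 3' end processing -0.03 (its sign turns with total-count scaling), factors tested by the study 0.08, tRNA splicing -0.21, p53 targets -0.10, interferon-stimulated -0.05, cell cycle -0.09, immediate early -0.19, metallothioneins -0.43 and reference genes -0.26.

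The log2 ratio rose with transcript length (Spearman rho over 15850 genes 0.554; genes are not independent replicates). Genes in the shortest of 10 bins (median 854 bases) had a median of -0.47 and those in the longest (8033 bases) 0.53. The control knockdown libraries, set against each other, gave a rho of 0.252, and the CLP1 knockdown library over them -0.129 and -0.161, with the shortest genes at 0.37 and 0.39 and the longest at -0.10 and -0.22. With gene GC content the rho was -0.382 for the Aire- over the Ctr-transfected library and 0.214 and 0.201 for the knockdown library over the controls. With the GC trend removed, also chosen after, the tandem polyA (87.9th), stress response (29.5th) and blood cell (7.50th) lists of the Aire comparison lay inside the central 95% of random lists. The keratinocyte list (11.4th) stayed inside it. The cholesterol (99.0th), fibroblast (98.7th), heat shock (1.65th) and histone (0.31st) lists stayed outside. After removal of the trend with transcript length 680 genes were at least 2-fold higher and 104 at least 2-fold lower, a correction chosen after the data were seen.

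**Figure D2:**
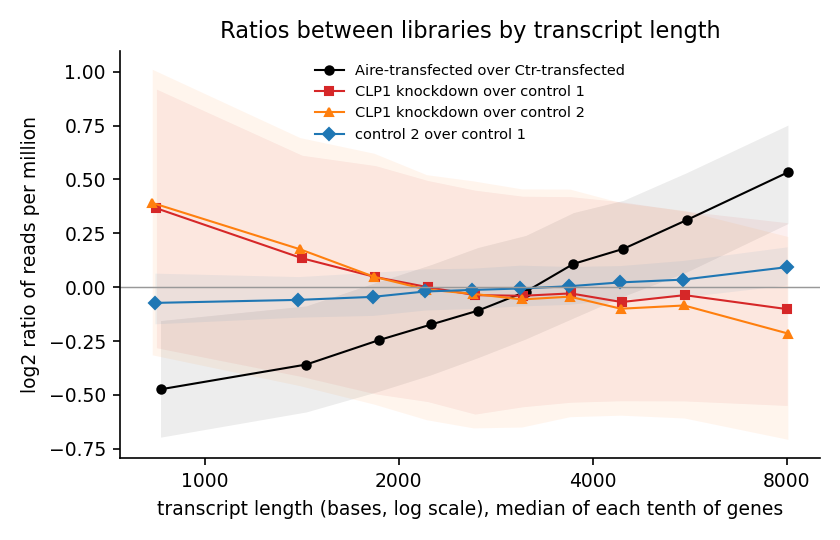
Median log2 ratio of CPM (vertical axis) in each of 10 bins of genes by transcript length (horizontal axis, log scale); shaded areas span the middle 50 percent of genes. The ratio of the Aire- over the Ctr-transfected library rises from -0.47 to 0.53, while that of the 2 control knockdown libraries goes from -0.07 to 0.09.

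How CLP1 knockdown changed gene expression was tested with edgeR on 1 CLP1 knockdown library against 2 controls. The metallothionein gene MT1X, which binds heavy metals (chromosome 16, 56716382 to 56718108), rose by 4.28 ± 0.15 (log2 fold change, edgeR adjusted p = 2.15e-168). The small heat shock protein gene CRYAB rose by 4.02 ± 0.25, the histone gene H2BC21 by 4.01 ± 0.10, the polyamine acetyltransferase gene SAT1 (chromosome X, 23801290 to 23804327) by 3.80 ± 0.10 and the interferon-induced OAS1 by 3.69 ± 0.50. SNORA56 (4.35), SNORD26 (3.53), SNORD27 (3.47) and SNORD21 (3.47), which lie in introns of host genes, and LOC100129617, with 46 reads against 2 and 4, were also named by the rule and are uncertain. Those named as lower all had 0 reads in the knockdown library: CD226, an adhesion receptor of lymphocytes, was at least 8.02-fold lower, CTXN2 at least 6.88-fold and the pepsinogen gene PGA5 at least 6.25-fold, and 88 tested genes had 0 reads there.

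Among genes with at least 100 reads in each library, the protease gene ADAMTS1 (3.43 ± 0.09), the keratin gene KRT17 (2.92 ± 0.09), BST2 (2.89 ± 0.14) and the hypoxia-induced NDRG1 (2.76 ± 0.09) rose. RASD1 (-2.59 ± 0.13), SNAI1, a repressor of epithelial genes (-2.51 ± 0.12), the neurofilament gene NEFH (-2.44 ± 0.16) and BRCA2, of homologous recombination (-2.40 ± 0.12), fell. RFPL4A (-3.61), which has near-identical copies, and MIR22HG (-2.71) are uncertain. Of 17202 genes tested, edgeR called 5886 higher and 5505 lower, and 1275 and 1858 of these were at least 2-fold changed against both controls. Between the controls 209 genes were at least 2-fold higher and 71 lower. With total-count scaling, which moved the median of all genes to -0.42, edgeR called 3046 higher and 9149 lower.

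Gene lists showed which groups moved together. For each of the 18 lists the number of calls adjusted over the list alone was the same as that over all genes tested. Camera's calls rest on 1 knockdown library. The estimated correlations rest on 1 residual degree of freedom, so the values given with them cannot decide whether a call holds. Of the 20 genes of the 3' end processing complex, CLP1 itself included, 5 rose and 14 fell (camera adjusted p = 0.00131; adjusted p = 0.656 with an estimated correlation). Without CLP1 the median of the list went from -0.48 to -0.31. PCF11, the partner of CLP1 in cleavage factor II (chromosome 11, 82868030 to 82898493), fell by 2.04 ± 0.11, CSTF3 by 1.52 ± 0.11 and CPSF6 by 1.09 ± 0.10. All 10 genes of cholesterol synthesis and uptake rose (camera adjusted p = 8.8e-10; adjusted p = 0.656 with an estimated correlation), among them SQLE (1.58 ± 0.09) and HMGCS1 (1.21 ± 0.09). All 4 metallothioneins tested rose (1.16e-06 by camera adjusted p; adjusted p = 0.656 with an estimated correlation), with MT2A at 2.87 ± 0.12. Control 2 over control 1 gave them a median of -0.44, with all 4 lower. Of 21 interferon-stimulated genes 15 rose and 1 fell (camera adjusted p = 0.000139; adjusted p = 0.656 with an estimated correlation), with IFIT1 at 2.33 ± 0.11 and IFI6 at 1.85 ± 0.10. Of 12 heat shock genes 10 rose and 1 fell (camera adjusted p = 1.14e-07; adjusted p = 0.656 with an estimated correlation), with HSPA8 at 1.82 ± 0.10 and HSPB1 at 1.54 ± 0.09; HSPA1A (2.72) and HSPA1B (2.64) are near-identical.

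Of 21 p53 targets 13 rose and 4 fell (camera adjusted p = 0.0450; adjusted p = 0.797 with an estimated correlation), with the cell cycle inhibitor gene CDKN1A at 1.22 ± 0.09; the call was lost with the replicate block (camera adjusted p = 0.0649), and with total-count scaling 8 rose and 8 fell (median 0.41 to 0.01). Of 21 cell cycle genes 13 rose and 2 fell (camera adjusted p = 0.00326; adjusted p = 0.797 with an estimated correlation), with AURKB at 1.39 ± 0.09 and CDK1 at 1.18 ± 0.09; the median of 0.38 turned to -0.02 with total-count scaling. Of 13 histones 6 rose and 3 fell (camera adjusted p = 0.00101; adjusted p = 0.656 with an estimated correlation), and the median of 0.11 turned to -0.29 with total-count scaling; with the length trend removed the medians over the controls turned from 0.14 and 0.17 to -0.25 and -0.32. Of 14 reference genes 9 rose and 2 fell (camera adjusted p = 0.000139; adjusted p = 0.656 with an estimated correlation), with PGK1 at 2.06 ± 0.10 and GAPDH at 1.52 ± 0.10. By percentile among matched random lists over the 2 controls, 5 of the lists called by camera lay inside the central 95%: cell cycle (66.4th and 63.6th), histones (69.4th and 72.9th), p53 targets (92.2nd and 88.1st), reference genes (85.7th and 81.5th) and heat shock (95.4th and 95.5th). The 3' end processing list (0.02nd and 0.05th), and the interferon, cholesterol and metallothionein lists (all near the 100th), lay outside. With the GC trend removed, a step chosen after the data were seen, the heat shock list lay outside the central 95% as well (98.9th and 99.1st). Reference genes then lay just inside it over control 1 (97.35th) and just outside over control 2 (97.54th). The cell cycle, histone and p53 lists stayed inside. With total-count scaling the medians went from -0.48 to -0.88 for 3' end processing, 1.11 to 0.71 for interferon-stimulated genes (12 higher and 4 lower), 1.14 to 0.74 for cholesterol genes (8 and 0), 0.70 to 0.30 for heat shock (7 and 2) and 0.57 to 0.17 for reference genes (7 and 5).

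The remaining lists were not called by camera. Of 22 antigens of the thymus and autoimmune syndrome list 2 rose and 12 fell (median -1.33, adjusted p = 0.278); GAD1, which makes the neurotransmitter GABA, rose by 1.76 ± 0.12, IL17F fell by 2.35 ± 0.36, and MUC6 had 1 read against 17 and 71. Against matched random lists this list lay at the 0.67th and 0.43rd percentile over the controls, outside the central 95%. The factors tested (2.26th and 1.14th) and the blood cell list (2.39th and 1.23rd) lay outside it too, although camera did not call these lists. With the length trend removed the factors tested lay inside it (4.89th and 2.99th). The antigen (1.09th and 0.64th) and blood cell lists (0.47th and 0.19th) stayed outside. Of 8 factors tested by the study, a list the study chose and thus no independent evidence, 3 rose and 4 fell, CLP1 among the latter (camera adjusted p = 0.735), with HNRNPL at 1.31 ± 0.09 and DDX5 at -0.81 ± 0.10. Of 8 genes of tRNA splicing, 3 rose and 2 fell (0.922); CLP1, the targeted gene, is a member and 1 of those that fell, and without it the median went from -0.01 to 0.02. Of the keratinocyte list 3 of 9 rose and 2 fell (0.429), of the fibroblast list 2 of 8 rose and 1 fell (0.822), and of the blood cell list 0 of 3 rose and 2 fell (0.191). Of 18 stress response genes 8 rose and 7 fell (0.425), with ATF3 at 1.71 ± 0.09, and of 13 immediate early genes 7 rose and 2 fell (0.157; called with both CLP1 columns and no block, camera adjusted p = 0.0416), with FOSB at -1.97 ± 0.12. Of 20 genes with tandem polyA sites 9 rose and 6 fell (0.822). With total-count scaling the medians of the fibroblast (0.13 to -0.27), stress response (0.07 to -0.33) and immediate early lists (0.23 to -0.17) turned. The balance of calls turned with it for the tandem polyA (6 higher and 11 lower), tRNA splicing (1 and 5), keratinocyte (3 and 4), immediate early (4 and 5) and stress response lists (5 and 10). The medians of the lists of factors tested, tRNA splicing, keratinocyte and tandem polyA genes were below 0 where camera gave the direction up.

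**Figure D3:**
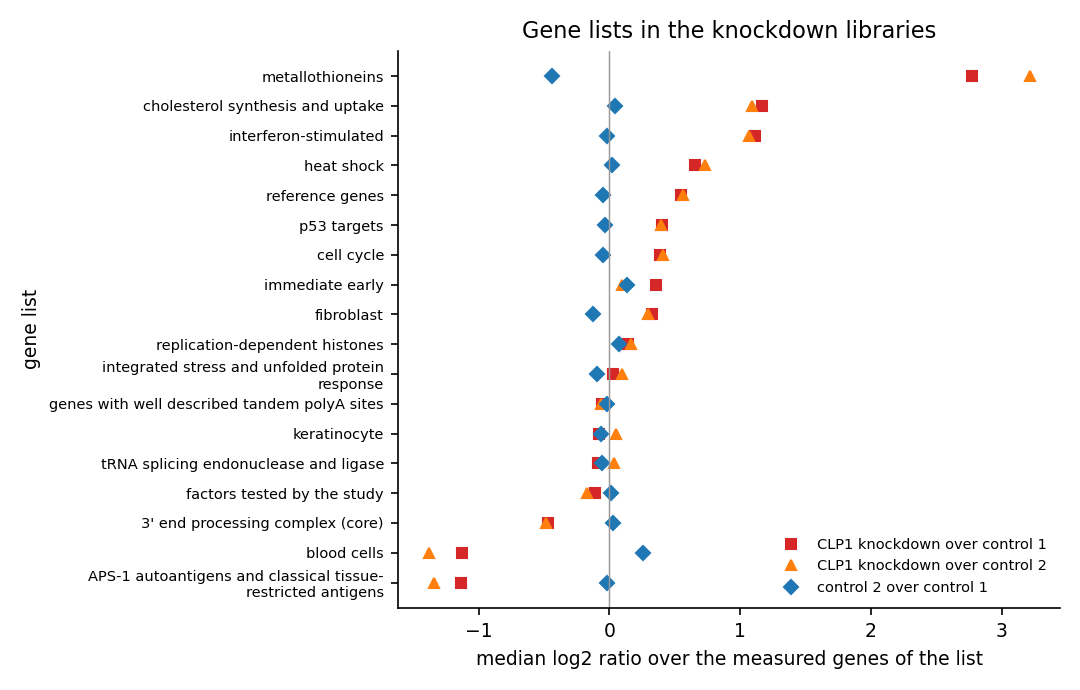
Median log2 ratio (horizontal axis) of each gene list fixed beforehand, for the CLP1 knockdown library over control 1 (squares) and control 2 (triangles), and for control 2 over control 1 (diamonds). The cholesterol list lies at 1.17 and 1.09 over the controls and at 0.04 between them; total-count scaling moves all genes of the knockdown ratios down and turns the fibroblast, stress response, immediate early, cell cycle and histone lists.

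Whether Aire-sensitive genes use short 3'UTRs was asked with the d3'UTR ratio in each library. A gene could enter with several transcripts, which may share reads (15226 transcripts measured in the Aire-transfected library, 8824 genes with a d3'UTR). Intervals, shares and percentiles of d3'UTR ratios and of their changes treat these transcripts as independent, so they are too narrow or too extreme where reads are shared. In the Aire-transfected library the median ratio of 384 measured Aire-sensitive transcripts was 0.761 (95% interval 0.684 to 0.808) and that of 390 Aire-neutral transcripts 0.543 (0.468 to 0.595), above all of 10000 matched random lists. In the Ctr-transfected library the medians were 0.745 and 0.757 (3.19th percentile). The control knockdown libraries gave 0.648 against 0.524 (99.8th percentile) and 0.590 against 0.504 (96.4th percentile). In the CLP1 knockdown library the medians were 0.379 and 0.434 (20.2nd percentile). Ratios under 0.2 made up 18.0% (exact interval 14.3 to 22.2) of Aire-sensitive and 19.0% (15.2 to 23.2) of Aire-neutral transcripts in the Aire-transfected library. Among transcripts at least 2-fold higher in the authors' deposited table, chosen by fold alone, the share there was 41.3% (37.6 to 45.1). With Aire-neutral transcripts matched on upstream reads the log2 of Aire-sensitive over Aire-neutral went from 0.31 to 0.00 in control knockdown library 1 and from -0.02 to -0.54 in the Ctr-transfected library, and with at least 30 upstream reads it went from -0.20 to 0.13 in the CLP1 knockdown library. At a 3-fold threshold the direction turned in control knockdown library 1 (0.31 to -0.13). An alternative added after the data were seen took transcripts by the fold of the authors' deposited table alone, and kept the main Aire-neutral list. The direction then turned in the Aire-transfected library (0.49 to -0.35) and in control knockdown libraries 1 (0.31 to -0.37) and 2 (0.23 to -0.57). Aire-sensitive transcripts so chosen lay below Aire-neutral ones in all 5 libraries. No minimum of reads was set and the lists were not matched on reads. Of the 925 transcripts chosen, 58.4% had under 20 reads over the Aire- and Ctr-transfected libraries.

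**Figure D4:**
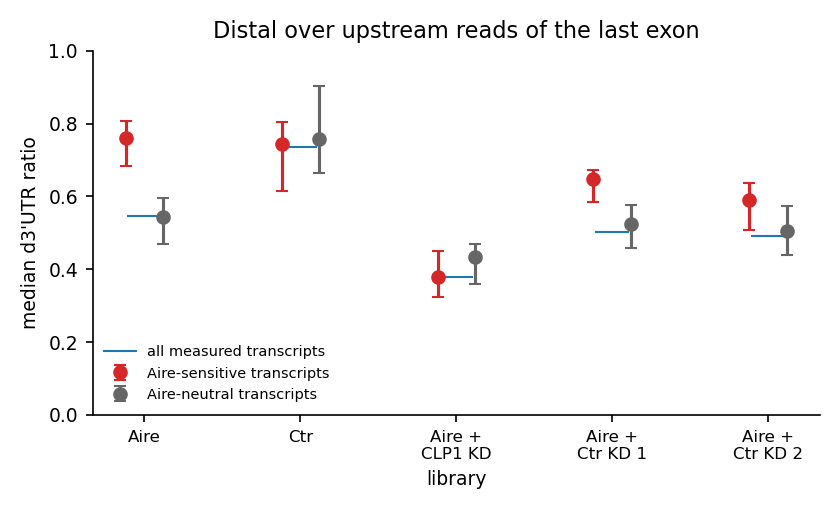
Median d3'UTR ratio (distal over upstream reads per base, vertical axis) of Aire-sensitive and Aire-neutral transcripts in each library; bars are 95% bootstrap intervals over transcripts and short lines the median of all measured transcripts. The CLP1 knockdown library has the lowest medians (0.379 and 0.434).

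How CLP1 knockdown changed d3'UTR usage was tested per transcript. Among genes with well described tandem polyA sites, edgeR called 0 of 19 higher and 8 lower in d3'UTR usage, the same adjusted over the list alone. Among the latter, the growth factor gene FGF2 fell by 1.29 ± 0.22 (log2, edgeR adjusted p = 8.05e-08), its ratio being 0.152 with CLP1 shRNA and 0.353 and 0.390 in the controls. VMA21 (last exon on chromosome X, 150573388 to 150577836) fell by 1.26 ± 0.12, the metalloproteinase inhibitor gene TIMP2 (chromosome 17, 76849059 to 76851946) by 0.87 ± 0.14, and the integrin gene ITGB1 (chromosome 10, 33189246 to 33190563) by 0.80 ± 0.10. RAB10 (-0.60) and ELAVL1 (-0.46) were lower as well. Over all 7595 transcripts edgeR called 180 higher and 2055 lower (median -0.28), and 205 and 662 were at least 2-fold changed against both controls. Between the controls 166 were at least 2-fold higher and 169 lower.

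The largest rises in d3'UTR usage were those of LRRC46 (2.67 ± 0.42), UFSP2 (2.55 ± 0.27), KIF24 (2.01 ± 0.34) and C1orf56 (2.01 ± 0.40), with TRMO named on 2 distal reads against 0 and 0. The d3'UTR of UFSP2 (chromosome 4, 186320694 to 186321466, minus strand) overlaps the gene ANKRD37 on the plus strand, which rose by 2.80 ± 0.12, so its value is uncertain. COXFA4 had 0 distal reads with CLP1 shRNA against 9 and 17, SMG1 0 against 20 and 29, NHERF2 0 against 6 and 9, BTG2-DT 0 against 9 and 16 and STXBP5-AS1 0 against 3 and 4. STXBP5-AS1 and BTG2-DT are named as antisense and divergent transcripts and are uncertain.

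Aire-sensitive transcripts changed their d3'UTR ratio by a median of -0.38 (log2, 95% interval -0.49 to -0.30) against control 1 and -0.39 (-0.48 to -0.30) against control 2, and Aire-neutral transcripts by -0.33 and -0.25. These medians of Aire-sensitive transcripts lay at the 4.86th and 0.40th percentile of matched random lists, and the change between the controls (-0.09) at the 0.09th. Of 194 Aire-sensitive transcripts edgeR called 1 higher and 32 lower, and of 204 Aire-neutral ones 7 and 59; the difference between these shares was not tested.

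Aire-sensitive genes were then examined for expression after CLP1 knockdown. Those with a proximal polyA site had a median log2 ratio of 0.15 over control 1 (218 measured of 226, 99.7th percentile) and 0.06 over control 2 (217 measured, 93.9th percentile). Those without had 0.04 (396 measured of 436, 99.9th percentile) and -0.09 (403 measured, 92.8th percentile). Between the controls the medians were 0.12 and 0.12, each above all matched random lists. Of 219 tested with a site, edgeR called 84 higher and 55 lower (83 and 55 adjusted over the list alone; camera adjusted p = 0.735), and with total-count scaling 39 were higher and 104 lower (median 0.11 to -0.29). Of 418 without a site, 112 were higher and 120 lower (107 and 114 adjusted over the list alone; camera adjusted p = 0.452), and with total-count scaling 62 and 200 (median -0.07 to -0.47).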

Values the study reported

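The study measured the knockdown of CLP1 in HEK293 cells as 75% with shRNA 2 and 72% with shRNA 3.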

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

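Chosen only after the data were seen were counting the CLP1 columns as 1 library, the shallower column for the d3'UTR ratio per library, recovered reads, removal of the length trend, CLP1 over GAPDH, lists without CLP1 and the fold of the authors' deposited table; the replicate block on both columns was the planned fit. Of 1071 values of named genes under the alternatives 1056 kept their call. With total counts CD68 turned and passed (0.15 to -0.26), and AIRE (0.26 to -0.14) and FBN1 (to -0.17) turned without passing. TSEN54 (0.52 to 0.12) and BDNF (0.71 to 0.31) lost their call with total counts. With both CLP1 columns AIRE, PDGFRA, FBN1 and, without the block, CD68 passed; DESeq2's Wald test lost the call of 5 of 134. Other changes have no tested cause. Knockdown calls were 3046 higher and 9149 lower with total counts, and 10729 and 10087 with every RefSeq transcript, which tests more of them. With both CLP1 columns as replicates, the replicate block gave 6716 and 6762 genes, and d3'UTR usage 388 higher and 3045 lower (without it 368 and 2924); this counts the same reads as replicates. Every transcript gave 333 and 3922 for d3'UTR usage. With an estimated correlation camera lost the call of each list it had called. The cholesterol list lost its call although its estimated correlation (-0.111) lay below the preset 0.01. With 1 residual degree of freedom this loss cannot decide whether the calls hold. The p53 list had a camera adjusted p of 0.0649 with the replicate block. Genes at least 2-fold higher with Aire numbered 2107 without a filter, 193 at 3-fold and 1307 over every transcript; those lower numbered 1070 without a filter, 145 with a pseudocount of 5, 24 at 3-fold and 104 without the length trend. The log2 ratio of Aire-sensitive over Aire-neutral d3'UTR medians at 3-fold was 0.16 (main 0.49) in the Aire-transfected, -0.91 (-0.02) in the Ctr-transfected, -0.95 (-0.20) in the CLP1 knockdown and -0.13 (0.31) in control knockdown library 1. With neutral transcripts matched on reads it was -0.54, -0.53 and 0.00 in the last 3, and 0.13 in the CLP1 knockdown with at least 30 upstream reads. Choosing Aire-sensitive transcripts by the fold of the authors' deposited table, with the main Aire-neutral list, gave -0.35, -0.55, -0.75 and -0.37 in these libraries. Control knockdown library 2 gave -0.57 (0.23). The change over control 1 at 3-fold was 0.16 (-0.06). Using the shallower column gave 5735 and 5364 genes and 148 and 1854 transcripts. Leaving out a control leaves 1 library against 1 and no residual degrees of freedom, so no test was run; at least 2-fold higher and lower were 1435 and 2326 genes over control 1 and 1715 and 2634 over control 2. Depth limits genes near 0 reads, such as those with 0 in the knockdown library.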

Other observations

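Of the values here, the gene lists of the first 2 paragraphs, CLP1 over GAPDH, list medians and percentiles with the length or GC trend removed, the tests on d3'UTR ratios and on reads near the 3' end, of few reads in the other libraries, and the part of the genes lost with the length trend were chosen after the results were seen; the tests of length bias as a whole, of Aire transfection and of few reads in the Aire-transfected library were written beforehand. In the CLP1 knockdown library genes of the translation machinery and of energy metabolism stood together. Of 83 ribosomal protein genes 78 rose and 2 fell (edgeR; 78 and 2 adjusted over the list alone; median 1.47), with RPL41 at 1.88 ± 0.09. Of 30 subunits of ATP synthase and cytochrome c oxidase 27 rose and 2 fell (median 0.83; with total-count scaling 20 and 2, median 0.43), with COX5B at 1.40 ± 0.09. All 16 glycolytic genes rose (median 1.14; 15 and 0.74 with total-count scaling), with ENO2 at 1.66 ± 0.09 and ALDOA at 1.62 ± 0.10. Of 16 hypoxia targets 13 rose and 1 fell (median 0.64), with NDRG1 at 2.76 ± 0.09 and ANGPTL4 at -1.68 ± 0.36; with total-count scaling 8 rose and 3 fell (median 0.23). Camera called all of them (adjusted p = 2.14e-73, 5.34e-10, 2.85e-16 and 6.54e-07); each had adjusted p = 0.350 with an estimated correlation. Short genes stood higher in this library, and with the length trend removed the medians over the controls went from 1.41 and 1.53 to 1.00 and 1.09 for ribosomal proteins and from 0.75 and 0.86 to 0.37 and 0.50 for the ATP synthase and cytochrome c oxidase list (93.9th and 98.6th percentile), while glycolysis and hypoxia targets changed little.

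Zinc finger genes and clustered protocadherins stood lower. Of 447 zinc finger genes 64 rose and 296 fell (edgeR; 65 and 300 adjusted over the list alone; median -0.72), with ZNF594 at -2.19 ± 0.13, and of 43 clustered protocadherins 0 rose and 35 fell (median -0.45), with PCDHA9 at -1.26 ± 0.32. Reads shared between their copies make single members uncertain. Of 76 small nucleolar RNAs, which lie inside other genes, 50 rose and 2 fell (median 1.58). With the length trend removed the small nucleolar RNAs went from 1.22 and 1.54 to 0.58 and 0.82 over the controls, and the protocadherins to the 8.05th and 11.1st percentile. With total-count scaling the medians were -1.12 for zinc finger genes and -0.85 for protocadherins. Camera gave adjusted p = 3.16e-14, 5.80e-04 and 0.00237, and with an estimated correlation adjusted p = 0.375, 0.350 and 0.350. Over the Ctr-transfected library, the Aire-transfected library gave ribosomal protein genes a median log2 ratio of -0.53 and the ATP synthase and cytochrome c oxidase list -0.57, both below all random lists, but with the length trend removed these lay at the 93.1st and 10.6th percentile. Hypoxia targets (0.44, 99.9th percentile) and zinc finger genes (0.17, 100th) stayed at the 100th percentile with the trend removed. Clustered protocadherins (27.9th to 0.03rd percentile) and glycolysis (90.3rd to 99.9th) left the central 95% with the length trend removed. With the GC trend removed instead, zinc finger genes lay at the 91.3rd percentile and protocadherins at the 72.05th, inside the central 95%. Glycolysis (98.9th) and hypoxia targets (99.9th) lay outside it. In the knockdown library the lists of both paragraphs stayed outside the central 95% with the GC trend removed.

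The log2 ratio of the Aire- over the Ctr-transfected library rose with transcript length. In genes without a proximal polyA site, reads of the last exon relative to the other exons were lower in the Aire-transfected library by a median log2 of -0.63, as predicted if reads of the Ctr-transfected library lie nearer to the 3' end, so this may account for the trend. Gene length bias as the whole cause of the genes at least 2-fold higher was argued against, since 72.2% (508 of 704, exact interval 68.7 to 75.4) stayed so without the trend; this lies above the 50% set beforehand for a cause but below the 80% set for its exclusion, so the reading is weaker than planned. The other 27.8% cannot be told apart from length bias, as no further pair of libraries without Aire was there to test them. Aire transfection stays open too: the genes that stayed had medians of 1.10 and 1.18 in the control knockdown libraries over the Ctr-transfected library, above all matched random lists, but that library entered both the choice and the test.

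The d3'UTR ratios of the CLP1 knockdown library were lower across transcripts. GC content as the whole cause was argued against: where the distal and upstream parts differed by under 2 percentage points of GC, the median change was -0.22 and -0.17 (interval -0.21 to -0.14) over the controls, against -0.03 between them; GC as part of it stays open, with -0.13 and -0.11 where the distal part had more GC and -0.32 and -0.28 where it had less. Coverage falling towards the 3' end stays open, because in genes without a proximal polyA site reads of the last exon relative to the other exons changed by -0.103 over control 1, past the bound set for it, and by -0.039 over control 2, past the bound set against it; in the longest of 5 bins of last exons the changes were -0.300 and -0.227, against -0.059 between the controls. A lower CLP1 level cannot be told apart from other properties of this library, since the files hold 1 such library, and a median change of -0.44 was found between the Aire- and Ctr-transfected libraries, whose CLP1 levels were alike.

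At least 2-fold higher with Aire in the authors' deposited table were 925 transcripts with a d3'UTR, with a median of 9 reads in the Aire-transfected library and 58.4% under 20 reads over the 2 libraries. Their median d3'UTR ratio there was 0.427, the 4.84th percentile of lists matched on reads (0.420 to 0.572), so few reads per transcript may account for small ratios in that library. In the knockdown libraries it was argued against, because the median of the same transcripts lay at or below the 0.13th percentile of matched lists in each. In the Ctr-transfected library the median lay at the 0.0 percentile. That library entered the choice of the transcripts, so its value cannot decide the question. A biological explanation was not tested.

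CLP1 reads were 44.9% lower (interval 36.2 to 52.5) in the knockdown library by edgeR with TMM scaling. This is a weaker reduction than the study quotes, for cells its text describes without Aire and by real-time PCR normalized to GAPDH, a different scale. By CPM the values were 56.1% and 60.3%, and by CLP1 reads over GAPDH reads, the scale nearest to that of the study, 79.3% and 82.2%, which is stronger; GAPDH rose in this library.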
